A study of Homo sapiens with 6 samples. Its data were reported in "N-acetyl-l-cysteine ethyl ester (NACET) induces the transcription factor NRF2 and prevents retinal aging and diabetic retinopathy" (2025).

How the data were processed

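ARPE-19, an established line of human retinal pigment epithelium cells, was grown for 44 h in medium with 10% or 1% fetal bovine serum (FBS). The cells received water (CTR), N-acetylcysteine (NAC) or N-acetylcysteine ethyl ester (NACET), a more lipophilic ester of NAC, at 0.4 mM. Additions were made at 0, 24 and 40 h. Poly(A) RNA was sequenced from 6 libraries, 1 for each of the 3 treatments in each of the 2 sera. Groups were taken from the sample titles. In the treatment field of the 1% FBS samples the serum is given as 10%, which conflicts with their titles. The titles were followed throughout.

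The authors aligned single-end reads to the human genome (hg19) with TopHat and counted them per gene with HTSeq-count over exons, without regard to strand and without a minimum mapping quality. The annotation they used is not stated. The deposited values are whole-number counts of reads per gene symbol and are not normalized. Each table held 55765 symbols and 5 further lines for reads that were not given to a gene. The reads on no annotated exon were between 9.1% and 10.38% of each library, those on several genes between 3.265% and 3.501%, and those aligned to several places between 9.294% and 9.755%. These lines stayed out of library sizes and tests. As in the study's methods, rRNA genes were left out. They were recognised by symbol (523 genes) and took between 0.7996% and 0.8789% of the gene reads. Because counting ignored strand, overlapping and antisense genes share reads, and near-identical copies can exchange reads.

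Gene positions, exon-union lengths and GC content were taken from GENCODE release v44 lifted to GRCh37 and the GRCh37 sequence. Of the symbols, 33389 matched an annotated gene by name and 1860 through an older symbol, and 97.5% of gene reads fell on genes with a length. Exon unions of a recent annotation are longer than older gene models, which lowers FPKM. Of the 18244 genes tested, 82.21% had a GC content.

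With 1 library per condition, folds between 2 libraries had no replicate check and no p-value was computed for them. They were described by a rule of size with the fold and FPKM limits of the study's methods. A gene was higher when its log2 fold was at least 0.6 and its FPKM at least 1 in the treated library, and lower when its log2 fold was at most -0.6 and its FPKM at least 1 in the control library. Folds were computed from counts scaled by edgeR's TMM factors with a prior count of 1. The study also required an adjusted p, which was not applied to these folds. Exact (Clopper-Pearson) 95% intervals of the ratio of 2 counts are given. Reads had no molecular identifiers, so intervals cover counting error only. To see how many genes noise alone brings past the limits, 100 sets of 6 unchanged libraries were drawn from the pooled rates of each serum, with Poisson counts and with negative binomial counts. The draws used the same control library for NAC and NACET and so give the overlap that a shared control produces.

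Across both sera, edgeR's quasi-likelihood test was fitted to all 6 libraries with serum and treatment as terms and no interaction, after edgeR's filter on low counts, and adjusted by Benjamini-Hochberg with a limit of 0.05. The residual had 2 degrees of freedom and holds both library noise and any difference of the effect between the sera. The variance of each gene was drawn toward a value shared by all genes, with 28.96 prior degrees of freedom, so a gene can be called although its effect differs between the sera. SE denotes the log2 fold divided by the root of the test statistic. The fit was tested on simulated data with 200 changed genes among 18244. For NACET against control 99.5% were recovered with 9 false calls, and for NACET against NAC 98.5% with 9 false calls. For NAC against control and for serum, where nothing had been changed, 0 genes were called. The simulated counts were drawn with the common dispersion of the fit, 0.00193, without a serum effect or a trend of folds with GC content. Recovery was not measured at folds as small as the median absolute log2 fold of the real NACET calls, 0.30. Neither the recovery nor the number of false calls therefore carries over to the real calls.

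Gene lists for NRF2 targets, the genes of the study's RT-qPCR, HIF targets, proliferation, ATF4 targets, the unfolded protein response, metallothioneins and SREBP targets (8 lists) were drawn from general knowledge. The median log2 fold of each list, over its genes with a mean FPKM of at least 1, was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. Across both sera the lists were tested with limma's camera on log2 CPM with a preset correlation of 0.01, adjusted over 16 tests, with fry beside it. The lists were written after the paper had been read, so the NRF2 and RT-qPCR lists are not independent of these libraries. The RT-qPCR list held the 8 NRF2 target genes of that assay and left out NFE2L2. The study also measured NFE2L2 by RT-qPCR and saw no significant change.

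Genes were named by a rule. It took 10 genes given in advance (NQO1, HMOX1, GSR, TXN, SLC7A11, GCLM, GCLC, MGST1, NFE2L2 and KEAP1), the 5 with the highest and the 5 with the lowest mean NACET fold among genes past the size limits in the same direction in both sera with at least 50 counts in the higher library of each pair, and up to 3 in each direction for NAC. Read-through loci were left out of the ranking, and genes without a length, which have no FPKM, could not enter it. Genes outside this rule are named as chosen after their values were seen.

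Groups, tests, gene lists, the naming rule and all alternatives but those named as added below were fixed before the data were examined. The paper and its supplementary gene lists had been read by then, including when a trend on GC content was foreseen. The alternatives were DESeq2 size factors, total counts, other prior counts, FPKM minimums and fold limits, removal of loess trends (span 0.5) on gene GC content or length, DESeq2 and limma-voom with the same terms, a fit without the other term, no filter on low counts, and fits with libraries left out. A CPM minimum in place of FPKM, a count minimum of 50 and a fit that kept the rRNA genes were added after seeing the data. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15 were used. Between 23762083 and 29698591 reads per library fell on genes other than rRNA. At this depth the 95% counting interval of the NACET fold at 10% FBS runs from 2.47 to 2.58 for NQO1, with 3041 counts in the control, and from -1.50 to -0.92 for NPPB, with 300 counts. CPM are counts scaled to the gene reads of the library without rRNA. Other experiments of the study were not analysed here.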

Results

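Transcriptomes of ARPE-19 cells were measured by RNA-seq after exposure to NAC, NACET or water in 10% or 1% FBS, to ask whether the compounds change gene expression and whether the response depends on serum. There was 1 library for each of the 6 conditions and there were no replicates. Reads on genes without rRNA numbered 26223590 in CTR, 23762083 in NAC and 29698591 in NACET at 10% FBS. At 1% FBS they numbered 28828322 in CTR, 26165435 in NAC and 29645650 in NACET. The 10 most abundant genes took between 6.741% and 7.386% of these reads. Over the 11879 genes with a mean FPKM of at least 1, Pearson's r of log2 CPM between libraries ran from 0.9889 (NACET at 10% FBS and CTR at 1% FBS) to 0.9964 (CTR and NAC at 10% FBS). These correlations are across genes, which are not independent replicates.

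Each treated library was first set against the control library of its serum. By the size limits (log2 fold of at least 0.6, FPKM of at least 1), 183 genes were higher and 187 lower with NACET at 10% FBS, and 221 were higher and 281 lower at 1% FBS. With NAC, 137 genes were higher and 148 lower at 10% FBS, and 164 were higher and 221 lower at 1% FBS. Much of this was within reach of counting noise. Simulated unchanged libraries gave on average 98.69 higher and 103.4 lower genes for NACET at 10% FBS, 101.5 and 103.9 for NACET at 1% FBS, 115 and 113.7 for NAC at 10% FBS, and 110 and 107.7 for NAC at 1% FBS. The 137 genes higher with NAC at 10% FBS lay below the largest simulated number, 140. The other 7 lists exceeded theirs. Requiring a counting interval that excludes 0 left 100 higher and 97 lower genes for NACET at 10% FBS, 125 and 194 for NACET at 1% FBS, 20 and 59 for NAC at 10% FBS, and 56 and 124 for NAC at 1% FBS. The alternative that moved these numbers most was to drop the FPKM minimum, which gave between 3782 and 4285 genes per list.

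Genes that changed in the same direction with NACET in both sera numbered 64 higher and 56 lower, against largest simulated numbers of 22 and 20. The 64 were 34.97% of the genes higher at 10% FBS and 28.96% of those higher at 1% FBS. The 56 were 29.95% and 19.93% of the lower genes. Of them, 56 higher and 31 lower genes were not changed in that direction by NAC in either serum, against averages of 4.24 and 3.56 and maxima of 10 and 8 in the simulated libraries. Without an FPKM minimum these numbers were 355 and 299. The 56 higher genes held 20 of the 49 genes on the NRF2 list, of which 40 had a mean FPKM of at least 1. They also held 4 pseudogenes and several short RNAs whose FPKM rests on few reads. The 31 lower genes held 3 pseudogenes. With NAC, 22 genes were higher and 29 lower in both sera, against largest simulated numbers of 22 for each. NAC and NACET shared 34 higher and 53 lower genes at 10% FBS, where a shared control alone gave 32.26 and 49.47 on average. At 1% FBS they shared 56 higher and 94 lower genes, where a shared control alone gave 31.58 and 48.75.

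The genes of the study's RT-qPCR were named in advance. NQO1 (chromosome 16, 69740899 to 69760571, minus strand, GRCh37) had 116 CPM in CTR, 129.7 CPM in NAC and 683 CPM in NACET at 10% FBS, and 110.4, 106.3 and 656 CPM at 1% FBS. Its log2 fold with NACET was 2.53 (95% counting interval 2.47 to 2.58) at 10% FBS and 2.50 (2.45 to 2.56) at 1% FBS. Across both sera the edgeR log2 fold was 2.51 ± 0.065 (SE, adjusted p 2.04e-23). SLC7A11 (chromosome 4, 139085251 to 139163503, minus strand) rose from 28.98 to 149.2 CPM at 10% FBS and from 26.88 to 152.1 CPM at 1% FBS with NACET, log2 folds of 2.33 (2.22 to 2.45) and 2.43 (2.32 to 2.55). Its edgeR log2 fold was 2.38 ± 0.068 (SE, adjusted p 1.77e-22). With NAC, SLC7A11 was higher by 0.30 (0.16 to 0.44) and 0.28 (0.14 to 0.42), with an edgeR log2 fold of 0.29 ± 0.074 (SE, adjusted p 0.026), which was no longer past the limit once a trend on GC content was removed (adjusted p 0.287).

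**Figure D1:**
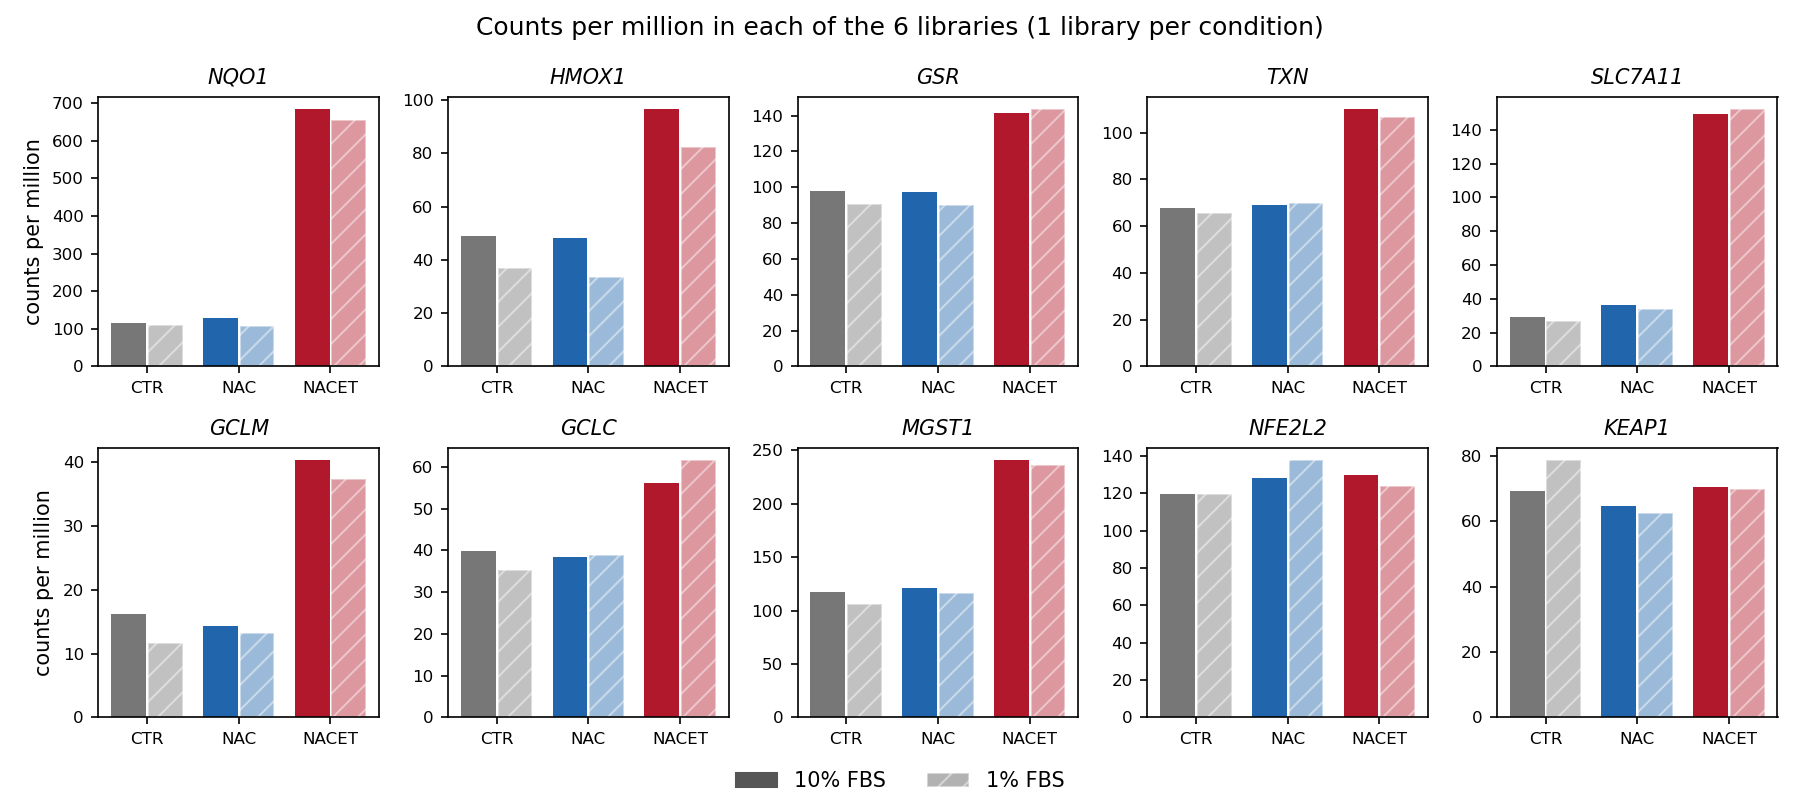
CPM (vertical axes, from 0) of the 10 genes named in advance in each of the 6 libraries, 1 bar per library, full colour for 10% FBS and hatched for 1% FBS. The NACET bars of NQO1 stand at 683 and 656 CPM against 116 and 110.4 CPM in the controls, while those of NFE2L2 stand at 129.8 and 124.1 CPM against 119.6 CPM in both controls.

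The other 6 NRF2 target genes of the RT-qPCR were also higher with NACET in both sera. GCLM (chromosome 1, 94350755 to 94375012) had log2 folds of 1.29 at 10% FBS and 1.61 at 1% FBS, MGST1 (chromosome 12, 16500076 to 16762193) 1.01 and 1.09, and HMOX1 (chromosome 22, 35776354 to 35790207) 0.94 and 1.09. TXN (chromosome 9, 113006090 to 113018787) had 0.66 and 0.64, GCLC (chromosome 6, 53362139 to 53481768) 0.46 and 0.73, and GSR (chromosome 8, 30535583 to 30585363) 0.50 and 0.59, so that GSR and the 10% FBS value of GCLC lay below the fold limit. With the GC trend removed the TXN folds were 0.57 and 0.45 and also lay below that limit. By edgeR, without that correction, all 6 were called, with adjusted p between 2.1e-14 (MGST1) and 6.7e-07 (GCLC). With NAC the edgeR adjusted p of these 6 genes ran from 0.434 (HMOX1) to 0.969 (GCLC). The NAC fold at 1% FBS was -0.18 (-0.31 to -0.053) for HMOX1 and 0.088 (0.015 to 0.16) for MGST1, and both changed sign once the GC trend was removed. NFE2L2 (chromosome 2, 178083395 to 178257484), which encodes NRF2, had NACET folds of 0.086 (0.018 to 0.16) and -0.013 (-0.080 to 0.055), with an edgeR adjusted p of 0.736. KEAP1 (chromosome 19, 10596801 to 10614234) had -0.002 (-0.094 to 0.089) and -0.23 (-0.32 to -0.15), with an edgeR adjusted p of 0.221. With the GC trend removed the KEAP1 folds were 0.17 and 0.14, and the edgeR log2 fold was 0.15 with an adjusted p of 0.0158, so that the gene was then called higher. With NAC, KEAP1 was lower, at -0.12 (-0.22 to -0.022) and -0.38 (-0.47 to -0.28), and was called (edgeR log2 fold -0.25 ± 0.069 SE, adjusted p 0.037), but not once the GC trend was removed (adjusted p 0.796).

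Of 43 genes with a length that were past the size limits in both sera with enough counts, the 5 with the highest mean NACET fold were NQO1, SLC7A11, TRIM16L, AKR1C3 and OSGIN1. TRIM16L (chromosome 17, 18601311 to 18639431, annotated as a long non-coding RNA) had log2 folds of 2.18 and 2.03 at 10% and 1% FBS, AKR1C3 (chromosome 10, 5077546 to 5149878) 1.91 and 2.16, and OSGIN1 (chromosome 16, 83964916 to 83999937) 1.99 and 1.33. TRIM16L and AKR1C3 belong to families with near-identical copies, so their values are uncertain. The edgeR adjusted p was 2.38e-19 for TRIM16L, 2.71e-15 for AKR1C3 and 3.88e-11 for OSGIN1. The 5 with the lowest mean fold, of 33 such genes, were MIR210HG (chromosome 11, 565657 to 568457, -1.25 and -1.29), UPK3B (chromosome 7, 76139842 to 76145839, -1.16 and -1.15), PFKFB3 (chromosome 10, 6186897 to 6296607, -1.29 and -1.02), NPPB (chromosome 1, 11917521 to 11919002, -1.21 and -1.02) and MT-TY (mitochondrial genome, 5826 to 5891, -1.17 and -1.02). MT-TY is a transfer RNA with at most 182 counts in a library. The edgeR adjusted p of the 5 ran from 1.79e-13 (UPK3B) to 2.47e-05 (MT-TY). With NAC, PFKFB3 was also lower, at -0.51 (-0.60 to -0.43) at 10% FBS and -0.62 (-0.71 to -0.53) at 1% FBS, with an edgeR adjusted p of 3.43e-05. UPK3B was lower with NAC, at -0.39 (-0.49 to -0.28) and -0.31 (-0.43 to -0.19), and the value at 1% FBS changed sign once the GC trend was removed. The NAC calls of UPK3B (edgeR adjusted p 0.00694) and MIR210HG (0.011) were lost with that correction (0.317 and 0.091). Among the named genes that correction moved UPK3B with NACET at 1% FBS most, from -1.15 to -0.76.

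With NAC 0 genes were higher in both sera with enough counts and 6 were lower. The 3 lowest were KIF18B (chromosome 17, 43002077 to 43025141), with log2 folds of -0.82 (-1.20 to -0.46) and -1.03 (-1.48 to -0.61), E2F1 (chromosome 20, 32263283 to 32274191), with -0.84 (-1.25 to -0.45) and -0.84 (-1.27 to -0.44), and RPL13AP25 (chromosome 13, 55014839 to 55015450), with -0.72 (-1.23 to -0.24) and -0.87 (-1.32 to -0.45). The edgeR adjusted p was 0.00117, 0.0034 and 0.0116. RPL13AP25 is a processed pseudogene that can share reads with its parent gene.

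Across both sera, edgeR called 1257 genes higher and 1911 lower for NACET against control among 18244 tested, 60.32% of them lower. For NAC against control 117 genes were higher and 538 lower, 82.14% of them lower. For NACET against NAC 455 were higher and 436 lower. The median absolute log2 fold of the called genes was 0.30 for NACET and 0.29 for NAC. With the fold limit of 0.6 added, 150 genes were higher and 160 lower for NACET, 6 and 34 for NAC, and 150 and 54 for NACET against NAC. A fit without the serum term moved these counts most, to 89 and 118 for NACET and to 0 and 0 for NAC, where 1861 genes had an unadjusted p under 0.05. Removing a GC trend from each library left 1234 higher and 1056 lower genes for NACET (46.11% lower) and 68 and 135 for NAC (66.5% lower). Of the genes first called, 45.74% for NACET and 17.71% for NAC were called in the same direction after that correction, against 100% for NACET against NAC. For 10% against 1% FBS, 699 genes were higher and 687 lower, and 61 and 68 with the fold limit. Leaving out either NACET library reduced the number of calls. The other NACET library is then fitted by its own treatment term, so both fits rest on the control and NAC libraries and are not separate checks.

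Gene lists were compared next. The NRF2 list had a median log2 fold with NACET of 0.80 at 10% FBS, with 40 of 40 genes higher, and 0.63 at 1% FBS, with 36 of 40 higher. Both medians lay at percentile 100 of the random lists. With NAC the medians were -0.013 (percentile 55.51) and -0.11 (percentile 1.48). The RT-qPCR list had 0.97 and 1.09 with NACET (percentile 100 for both) and -0.014 and 0.065 with NAC (percentiles 50.46 and 77.25), and the last became -0.061 with the GC trend removed. The HIF list was lower in all 4 comparisons, with medians of -0.44 and -0.42 with NACET and of -0.17 and -0.19 with NAC, at percentiles between 0 and 0.03. The proliferation list had -0.53 with NAC at 10% FBS, with 0 of 36 genes higher (percentile 0), and -0.10 at 1% FBS (percentile 5.71). With NACET it had 0.090 (percentile 96.51) and 0.28 (percentile 100). The SREBP list was lower with NAC, at -0.20 and -0.25 (percentile 0 for both), and higher with NACET, at 0.080 (percentile 99.03) and 0.24 (percentile 100). The ATF4 list had -0.073, -0.094, -0.076 and -0.11 (NACET at 10% and 1% FBS, then NAC), at percentiles from 1.22 to 7.16. With the GC trend removed its NACET medians were above 0, at 0.003 and 0.089 (percentiles 25.39 and 96.69). The unfolded protein response list had 0.11, 0.078, -0.064 and -0.035, at percentiles 99.66, 92.25, 3.11 and 36.5. The metallothionein list, with 3 genes, had 0.056, -0.18, -0.091 and -0.33, and its value with NAC at 1% FBS moved most under an alternative, to -0.090 with the GC trend removed. Its value with NACET at 1% FBS became 0.006 with that correction, and its value with NAC at 10% FBS became 0.016 with all list genes. NAC and NACET folds in a serum share a control library.

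**Figure D2:**
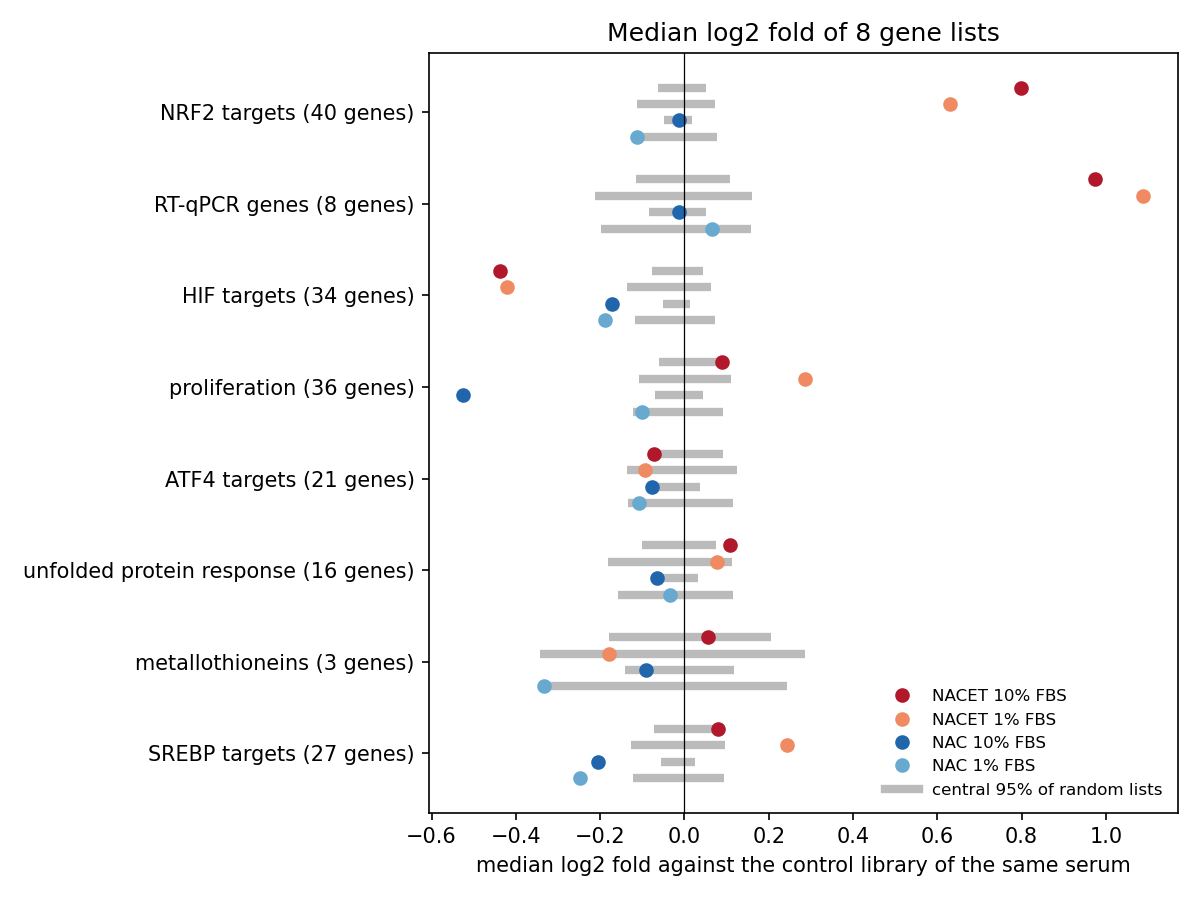
Median log2 fold (horizontal axis) of each of the 8 gene lists against the control library of the same serum, 1 point per comparison, with grey bars for the central 95% of 10000 random lists matched on expression. The NACET points of the NRF2 list lie at 0.80 and 0.63 and those of the HIF list at -0.44 and -0.42, outside the grey bars.

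Across both sera, camera gave adjusted p of 9.03e-25 for the NRF2 list, 4.61e-11 for the RT-qPCR list, 1.39e-13 for the HIF list (lower), 0.00641 for proliferation and 0.000569 for SREBP with NACET. With NAC it gave 2.28e-07 for HIF, 9.76e-12 for proliferation, 1.98e-09 for SREBP and 0.0388 for ATF4, all lower. The other 7 tests had adjusted p of at least 0.211. Under fry only the NRF2 (0.0102), RT-qPCR (0.0102) and HIF (0.0151) lists with NACET held, and with a correlation estimated by camera no list did, with adjusted p of at least 0.206. For NACET, edgeR called 36 of 43 NRF2 genes higher over all genes and 38 adjusted over the list alone, and 8 of 8 RT-qPCR genes either way. These 2 counts are not independent evidence, since the lists were drawn with the study in view. The RT-qPCR list also leaves out NFE2L2, which edgeR did not call with NACET (adjusted p 0.736). Of 36 HIF genes, 30 were lower and 2 higher over all genes, and 33 and 2 adjusted over the list alone. Proliferation had 12 higher and 3 lower (13 and 3 adjusted over the list alone), SREBP 12 and 0 (14 and 1), ATF4 2 and 4 (2 and 5), the unfolded protein response 2 and 2 (5 and 2), and metallothioneins 0 either way. For NAC, HIF had 13 lower (19 adjusted over the list alone), proliferation 12 lower (23), SREBP 11 lower (18) and ATF4 2 lower (2), each with 0 higher. NRF2 had 1 higher and 2 lower (1 and 5), RT-qPCR 1 higher (1), the unfolded protein response 0 (1 higher and 3 lower) and metallothioneins 0 (1 lower).

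The NACET folds in the 2 sera, which share no library, were correlated across 11879 genes with Pearson's r of 0.573 and Spearman's rho of 0.673, against -0.0045 in simulated unchanged libraries. With an FPKM minimum of 5 r was 0.768, and with the GC trend removed it was 0.467. Folds of different compounds in different sera, which also share no library, were correlated more weakly. For NACET at 10% FBS and NAC at 1% FBS r was 0.295, and 0.0515 with the GC trend removed. For NACET at 1% FBS and NAC at 10% FBS r was 0.166, and 0.0473 with that trend removed. The NAC folds in the 2 sera, which share no library either, had r of 0.2475, and 0.1493 with the trend removed. In simulated unchanged libraries that value was -0.0038. The simulated libraries held no GC trend. NAC and NACET folds at 10% FBS had r of 0.407, below the 0.508 that the shared control gave in simulated libraries, and at 1% FBS r was 0.68 against 0.494. With the GC trend removed r at 1% FBS was 0.433, below the value from the shared control.

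Log2 folds fell with the GC content of the gene in all 4 comparisons. Spearman's rho over the 11879 genes was -0.493 for NACET at 10% FBS, -0.701 for NACET at 1% FBS, -0.312 for NAC at 10% FBS and -0.77 for NAC at 1% FBS. The slopes were -0.102, -0.212, -0.043 and -0.215 per 10 percentage points of GC.

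**Figure D3:**
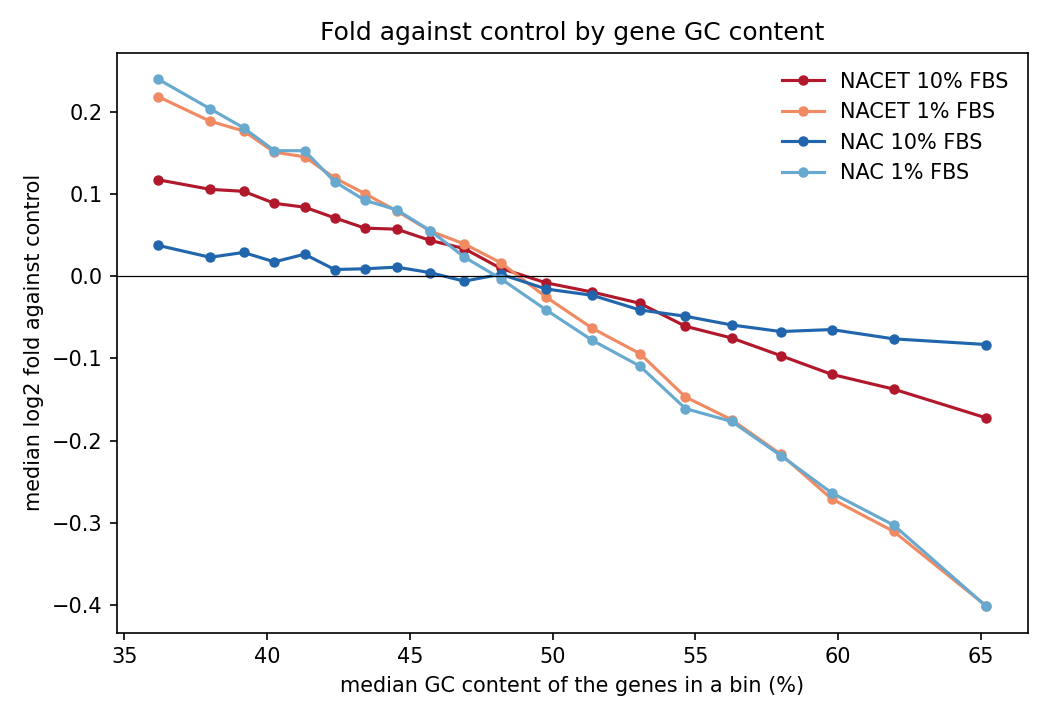
Median log2 fold against control (vertical axis) of genes grouped by GC content in percent (horizontal axis), 1 line per treated library. The lines fall from left to right in all 4 comparisons and fall most at 1% FBS, where the slopes are -0.212 for NACET and -0.215 for NAC.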

Values the study reported

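The study reported 41 genes raised by NACET whichever serum was used, and described 32 of these as known direct targets of NRF2.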

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

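The tests on both results in this part were chosen only after the results had been seen. Removal of the GC trend, used below for NQO1, was itself among the alternatives fixed in advance.

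The reads on no annotated exon entered no comparison of the report, and their share was above that of the control library of the same serum in 3 of the 4 treated libraries. At 10% FBS the share was 9.731% in NAC (exact 95% interval 9.7203 to 9.7412) against 9.34% in CTR (9.3303 to 9.3499), and NACET was below the control with 9.254%. At 1% FBS it was 10.38% in NAC and 10.02% in NACET against 9.1% in CTR. The intervals cover counting error only, and with 1 library per condition the spread between libraries is unknown. The share might follow the same library effect as the GC trend. Over the 6 libraries it fell as the GC slope of the library rose (Pearson's r -0.71, exact permutation p 0.0944, adjusted 0.189; Spearman's rho -0.829, exact permutation p 0.0583, adjusted 0.117). Without the 2 control libraries, whose GC slopes lay farthest from the median slope, r was -0.354, so that the relation rested largely on them. The relation with the number of reads was weaker (r -0.211, exact permutation p 0.693, adjusted 0.693; rho -0.086, exact permutation p 0.919; r -0.572 without the 2 libraries whose numbers of reads lay farthest from the median). Both tests were two-sided and 2 relations were computed. Neither reached the limit, and 6 libraries are too few to exclude either explanation. A library effect, depth and an effect of the compounds, such as more unspliced RNA, cannot be told apart here, since reads in introns were not separated from other reads outside exons.

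NQO1 lay on opposite sides of the control in the NAC libraries, with a log2 fold of 0.14 (95% counting interval 0.067 to 0.213) at 10% FBS and -0.102 (-0.176 to -0.028) at 1% FBS. The difference between the sera was not tested. The GC trend is excluded as the cause, because the folds stayed on opposite sides once it was removed, at 0.129 and -0.16. Ordinary spread between libraries might explain it. Among 976 genes with a mean count over all 6 libraries within 2 times that of NQO1, 0.615% differed as much between the NAC folds. With the GC trend removed, the median difference was 0.05 against 0.289 for NQO1. The NACET libraries, with 20283 and 19449 counts of NQO1, raised its mean. In the control and NAC libraries it had between 2782 and 3183 counts. The matched genes can therefore have more counts and less spread there than NQO1, so the low share does not speak against ordinary spread. NQO1 was also singled out by scanning the named genes for this pattern, so the test does not decide. Spread between libraries and an effect of NAC that depends on serum cannot be told apart without replicates. Across both sera the edgeR log2 fold of NQO1 with NAC was 0.021 ± 0.065 (SE, adjusted p 0.899).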

How the results depend on the processing

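The CPM minimum, the count minimum of 50 and the fits that kept the rRNA genes were chosen only after the results had been seen. In this part, numbers by the size limits are given for NACET at 10% FBS, NACET at 1% FBS, NAC at 10% FBS and NAC at 1% FBS, higher before lower. No paired analysis was possible because each condition had 1 library and the labels number no replicates. This concerns pairing by replicate only, as the serum term of the edgeR fits compares treatments within each serum.

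Numbers of genes past the size limits stayed within 1.5 times under DESeq2 size factors, total counts, a prior count of 0.25 and removal of a length trend. Without an FPKM minimum they rose to 3965 and 3970, 4114 and 4204, 3952 and 3782, and 4285 and 3821, because genes with a few counts then pass the fold limit. With an FPKM of at least 5 they fell to 48 and 44, 47 and 103, 17 and 15, and 14 and 54. With a fold limit of 1 they were 87 and 66, 83 and 74, 61 and 46, and 66 and 52. Genes whose counting interval excludes 0 numbered 100 and 97, 125 and 194, 20 and 59, and 56 and 124. With at least 50 counts in the higher library they numbered 79 and 80, 105 and 179, 11 and 48, and 35 and 111. A prior count of 5 left 66 and 95 for NAC at 10% FBS and 102 higher for NAC at 1% FBS. A CPM minimum of 1 gave 360 higher genes for NACET and 279 for NAC at 1% FBS. With the GC trend removed, the lower genes at 1% FBS fell to 153 for NACET and 108 for NAC. Of the 137 genes higher with NAC at 10% FBS, 20 had a counting interval that excludes 0, so for the others the direction stays open at this depth.

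Genes changed by NACET in both sera and by NAC in neither numbered 355 higher and 299 lower without an FPKM minimum, 28 and 17 with an FPKM of at least 5, and 19 and 11 with a fold limit of 1. They stayed within 1.5 times of 56 and 31 under the other alternatives run.

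For the edgeR fits across both sera, counts are given for NACET against control, NAC against control, NACET against NAC and serum, higher before lower. DESeq2 with the same terms called 340 and 875, 10 and 70, 159 and 194, and 305 and 250. The cause was not tested. Without the other term the counts were 89 and 118, 0 and 0, 68 and 25, and 17 and 7, since the effect of that term then enters the residual. For NAC, 1861 genes still had an unadjusted p under 0.05. With the fold limit of 0.6 they were 150 and 160, 6 and 34, 150 and 54, and 61 and 68. GC offsets left 1056 lower genes for NACET and 68 and 135 for NAC, and raised NACET against NAC to 1137 and 871 and serum to 1540 and 1414. The biological coefficient of variation fell from 4.395% to 2.664% with these offsets. Length offsets left 36 and 340 for NAC, and no filter on low counts gave 178 higher for NAC. Only the 4 libraries compared gave 25 and 132 for NAC. In the fits that each left out 1 library, NAC had from 25 to 26 higher and from 130 to 131 lower genes without a NACET library, and NACET against NAC had from 1070 to 1075 and from 1067 to 1069 without a control library. Serum had from 211 to 1129 higher and from 187 to 992 lower genes, with the lowest higher count without the NACET library at 10% FBS and the lowest lower count without that at 1% FBS. Limma-voom, DESeq2 size factors in edgeR and the kept rRNA genes left every count within 1.5 times.

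The share of lower calls moved by more than 10 percentage points in several fits. For NACET it was 60.32%, against 46.11% with GC offsets and 72.02% with DESeq2. For NAC it was 82.14%, against 66.5% with GC offsets. For NACET against NAC it was 48.93%, against 26.88% without serum and 26.47% with the fold limit. For serum it was 49.57%, against 29.17% without treatment. The median fold of all genes lay farthest from 0 under total counts for NACET at 1% FBS, at 0.0672.

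Of the 32 list medians 18 lay outside the central 95% of random lists, and none of the 18 changed sign under the alternatives run. Several others did, none of them outside that range before or after the change of sign. With the GC trend removed these were RT-qPCR with NAC at 1% FBS (-0.061, percentile 4.21), ATF4 with NACET at 10% FBS (0.003, percentile 25.39) and 1% FBS (0.089, percentile 96.69), metallothioneins with NACET at 1% FBS (0.006) and NRF2 with NAC at 10% FBS (0.002). With all list genes it was metallothioneins with NAC at 10% FBS (0.016), and with total counts NRF2 (0.009) and RT-qPCR (0.007) with NAC at 10% FBS and the unfolded protein response with NAC at 1% FBS (0.013). With NAC at 1% FBS the NRF2 median came inside the central 95% of random lists with all list genes (-0.071, percentile 6.96) and with the length trend removed (-0.081, percentile 11.55), the metallothionein median with the GC trend (-0.090) or the length trend (-0.296) removed, and the proliferation median moved outside with all list genes (-0.10, percentile 1.88) and with the GC trend removed (-0.095). With NAC at 10% FBS the ATF4 median came inside with the GC trend (-0.026) or the length trend (-0.058) removed, and the unfolded protein response median moved outside with the GC trend removed (-0.075). With NACET at 10% FBS the proliferation (0.10) and ATF4 (-0.080) medians moved outside with the length trend removed. The cause was not tested.

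With a correlation estimated by camera, adjusted p rose to 0.206 for the NRF2, RT-qPCR and HIF lists, 0.591 for proliferation and 0.508 for SREBP with NACET, and to 0.206 for HIF, 0.41 for proliferation, 0.395 for ATF4 and 0.395 for SREBP with NAC. Under fry it was 0.429 for proliferation and 0.136 for SREBP with NACET, and 0.0629 for HIF, 0.136 for proliferation, 0.0998 for ATF4 and 0.105 for SREBP with NAC. With the GC trend removed, ATF4 with NAC had 0.462. The small residual of 2 degrees of freedom limits both tests.

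The correlation of the NACET folds between the sera was 0.651 with a prior count of 5, 0.768 with an FPKM of at least 5 and 0.467 with the GC trend removed. Of 84 named-gene values, 4 whose counting interval excluded 0 changed sign, each at 1% FBS with the GC trend removed, to 0.058 for HMOX1 with NAC, -0.091 for MGST1 with NAC, 0.14 for KEAP1 with NACET and 0.061 for UPK3B with NAC. Another 22 moved beyond their counting interval with the GC trend removed. Values whose interval held 0 had no sign to keep, and several of them changed sign too.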

Other observations

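The simulated noise totals for both compounds, the GC test of the genes shared at 1% FBS, the 9 choices of libraries and the 10 splits were planned. Removal of the GC trend and fry were among the alternatives fixed in advance. Their use here to weigh explanations, and all other tests in this part, were chosen only after the result was seen.

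The genes past the size limits numbered 872 over the NACET lists and 670 over the NAC lists. The largest totals in 100 sets of simulated unchanged libraries were 448 and 497. For NAC the total was 285 at 10% FBS against a largest 259, and 385 at 1% FBS against a largest 257. Counting noise alone reached none of these totals, also not with the negative binomial draws, whose largest totals were 466 for NACET and 513 for NAC. The mean simulated totals, 407.4 for NACET and 446.4 for NAC, show that many genes on these lists need no other explanation. Library-to-library variation beyond the fitted dispersion stays open, as no condition was repeated.

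The fall of the folds with GC content appeared in genes of single complexes. Among 78 cytosolic ribosomal protein genes, 75 mitochondrial ribosomal protein genes and 45 proteasome genes, 12 of 12 class trends were negative with an adjusted permutation p of at most 0.05, the largest being 0.00677. The cytosolic class had been looked at before the test and the other classes had not. Regulation of whole classes that differ in GC content would leave no trend inside a class, so it is excluded as the whole cause. The slope of each library's deviation from the mean, per 10 percentage points of GC, was 0.0467 in CTR, 0.0036 in NAC and -0.055 in NACET at 10% FBS, and 0.144, -0.0709 and -0.0682 at 1% FBS. Both control libraries had the highest slopes, an arrangement that 6.67% of the choices of 2 libraries from 6 would give. A preparation effect that set the controls apart may explain this, and so might an effect of both compounds on RNA of different GC content. They cannot be told apart, because control and compound are confounded with library here.

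At 1% FBS, 94 genes were lower with both compounds. Once the GC trend was removed 54 genes were, 45 of them among the 94, and 54 is within the 67 that a shared control gave at most in simulated libraries. GC content is a candidate explanation for this overlap of lower genes, whatever the origin of the trend, and the control library of 1% FBS enters both folds. It does not account for the higher genes shared at 1% FBS. They numbered 56, and 55 once the GC trend was removed, above the 45 that a shared control gave at most.

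The NACET pair was set against the other 4 libraries, as were the other choices of 1 library from each serum. NACET had 366 called genes and 1 of the 9 choices, NACET itself, gave as many. The other 8 gave 0. The test cannot give a share under 0.05, and each of the other 8 choices leaves at least 1 NACET library among the remaining 4, which widens the residual and favours a count of 0. For serum, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many as 1386 called genes, and the others gave 0 or 1. With 10 splits the share cannot fall under 0.1, and the other splits put the serum effect into the residual.

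The NRF2 list with NACET was not explained by the GC trend, since its medians in the sera, which share no library, were 0.803 and 0.747 once the trend was removed, both at percentile 100. NRF2 activation by NACET may explain it, though the list was drawn with the study in view. The study tested this in other experiments, at another dose and duration, which were not analysed here. It reported that cells with a non-functional NRF2 lost the rise of NRF2 target genes. The HIF list was lower with both compounds in both sera, and after GC correction its median nearest 0 was -0.145, at percentile 0. The GC trend is therefore excluded as the whole cause. A lower activity of HIF with thiol compounds is a hypothesis, and a difference in oxygen or cell density between cultures was not tested. NAC and NACET share the control of each serum, so their values are not independent. The HIF result for NAC was not past the limit under fry (adjusted p 0.0629).

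The proliferation list was lower with NAC at 10% FBS in 36 of 36 genes. The median was -0.541 once the GC trend was removed, and the log2 ratio of summed counts was -0.343 with an exact 95% counting interval from -0.373 to -0.313, so neither GC content nor counting noise explains it. At 1% FBS the log2 ratio was -0.135 (-0.164 to -0.105). MKI67, chosen after its values were seen, fell from 52.17 to 33.92 CPM at 10% FBS and from 36.91 to 32.71 CPM at 1% FBS. Fewer cycling cells in the NAC culture may explain it, either through NAC or through a difference in density between cultures, and 1 library does not separate these. The list was not past the limit under fry (adjusted p 0.136).

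The SREBP list moved in opposite directions with the compounds. With NAC its median nearest 0 was -0.167 once the GC trend was removed, so that trend is excluded as the whole cause. The difference between the compounds was not tested for the list. A change in sterol supply may be involved, but neither direction was past the limit under fry (adjusted p 0.105 with NAC and 0.136 with NACET).

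Pseudogenes among the genes higher with NACET may carry reads of their parent genes. Over 656 pairs of a pseudogene and its parent, the GC-corrected NACET folds were correlated with r of 0.379 at 10% FBS and 0.371 at 1% FBS. The permutation p was 1e-05 for both, the smallest that 100000 permutations give. Many pairs have the same parent but were permuted as if independent, so this p can be too small. Spearman's rho was 0.288 and 0.346. The pseudogenes of these pairs were outside the lists of genes changed by NACET in both sera and by NAC in neither. A parent could be on them. AKR1B1 was, and its pair with AKR1B1P2 stayed in, with folds of 0.87 and 0.94 at 10% FBS. FTLP3, chosen after its values were seen, had between 18.1% and 18.8% of the counts of FTL in every library, while FTL rose from 1224 to 2911 CPM with NACET at 10% FBS. Shared reads are the candidate explanation these values favour, and transcription of the pseudogenes themselves was not tested.

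RP11-146N23.1, chosen after its values were seen, has no position here. It had 2, 591 and 391 counts in CTR, NAC and NACET at 10% FBS and 4, 2 and 170 counts at 1% FBS. Its log2 fold with NAC was 7.77 (95% counting interval 6.47 to 11.38) at 10% FBS and -0.67 (-4.37 to 1.90) at 1% FBS. Another clone-based symbol without a position, also chosen after its values were seen, was higher with NACET alone. It had 6, 8 and 231 counts in CTR, NAC and NACET at 10% FBS and 11, 8 and 247 counts at 1% FBS, with NACET log2 folds of 4.85 and 4.26 (edgeR adjusted p 1.93e-15). No explanation, technical or biological, was tested for either.

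The number of NACET-only genes on the NRF2 list was 20. That is lower than the value quoted from the study above, with a different list of targets. The study's genes also had to pass an adjusted p, which was not applied to the folds here.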
